# Whole-Genome Expression Analysis in the Third Instar Larval Midgut of *Drosophila melanogaster*

**DOI:** 10.1534/g3.114.013870

**Published:** 2014-09-05

**Authors:** Thomas W. R. Harrop, Stephen L. Pearce, Phillip J. Daborn, Philip Batterham

**Keywords:** metabolism, xenobiotic, insecticide, P450, GST

## Abstract

Survival of insects on a substrate containing toxic substances such as plant secondary metabolites or insecticides is dependent on the metabolism or excretion of those xenobiotics. The primary sites of xenobiotic metabolism are the midgut, Malpighian tubules, and fat body. In general, gene expression in these organs is reported for the entire tissue by online databases, but several studies have shown that gene expression within the midgut is compartmentalized. Here, RNA sequencing is used to investigate whole-genome expression in subsections of third instar larval midguts of *Drosophila melanogaster*. The data support functional diversification in subsections of the midgut. Analysis of the expression of gene families that are implicated in the metabolism of xenobiotics suggests that metabolism may not be uniform along the midgut. These data provide a starting point for investigating gene expression and xenobiotic metabolism and other functions of the larval midgut.

In insects, the metabolism of xenobiotics is vital to allow survival in environments that contain toxic substances such as secondary plant metabolites or insecticides, which may have evolved or been developed to control insect feeding or reproduction. The insect midgut is an unprotected interface with the environment (Li *et al.* 2008), and several lines of evidence indicate that along with the Malpighian tubules and fat body, it is a primary site of xenobiotic metabolism. For example, the expression of gene families involved in insecticide metabolism is enriched in the midgut of *Drosophila melanogaster* (Li *et al.* 2008), and transgenic overexpression of various members of these gene families in the midgut, Malpighian tubules, and fat bodies confers resistance to insecticides (Chung *et al.* 2007; Daborn *et al.* 2007, 2012), and in honeybees, the products of at least two separate metabolic pathways were detected in the midgut after feeding them with radiolabeled imidacloprid, a neonicotinoid insecticide (Suchail *et al.* 2004).

Gene expression in databases such as FlyAtlas and modENCODE is reported for intact midguts (Chintapalli *et al.* 2007; Celniker *et al.* 2009), but there are differences in gene expression, cell type, morphology, and lumen acidity in different subsections of the midgut. Based on the pH in the lumen, the midguts of insects can be separated into at least three compartments (Terra and Ferreira 1994). The expression of antimicrobial peptides suggests that the anterior midgut may be involved in immune function (Tzou *et al.* 2000). The middle midgut, which is often acidic (Terra and Ferreira 1994), contains three subsections, the copper cell, large flat cell, and iron cell regions. Two cell types have been described in the copper cell region: Copper cells, which acidify the gut, and interstitial cells, which have an unknown function (Dubreuil 2004). The large flat cell region may be involved in food digestion and the iron cell region may neutralize the lumen, as the posterior midgut is less acidic than the middle midgut (Filshie *et al.* 1971).

Compartmentalized gene expression indicates that the midgut is an even more complex tissue than its morphology suggests. Thirteen distinct compartments of expression were identified by enhancer trap analysis of Drosophila larvae, with M1–5 comprising the anterior midgut, M6–8 the middle midgut, and M9–13 the posterior midgut (Murakami *et al.* 1994), and recent enhancer- or protein-trap analyses performed on 6- to 8-day-old adult flies largely recapitulate the compartments of expression reported in larvae (Murakami *et al.* 1994; Marianes and Spradling 2013; Buchon *et al.* 2013). In adult midguts, 10 different cell morphologies along the anteroposterior axis were identified (Marianes and Spradling 2013), corresponding to five major divisions containing 13 subregions, which were indicated by anatomical, histological, and gene expression analysis (Marianes and Spradling 2013; Buchon *et al.* 2013). RNA sequencing within subsections revealed expression of genes encoding proteins that may be involved in digestion in the large flat cell and iron cell regions, and functional annotation analysis of these results was used to suggest a general scheme for midgut function in adults (Marianes and Spradling 2013).

The sections of the midgut that are important for metabolism of xenobiotics in larvae have not been identified, and xenobiotic metabolism in insects is not well understood, with much of the available information derived from studies investigating *in vitro* metabolism of insecticides. Although expression of metabolic genes in the nervous system can result in insecticide resistance (Korytko and Scott 1998; Zhu *et al.* 2010), metabolism of imidacloprid occurs in the midgut of *D. melanogaster* larvae and the metabolites are rapidly excreted (Hoi *et al.* 2014). Detoxification often is described with terms that follow the scheme of drug disposition in mammals, whereby ‘Phase I’ enzymes encoded by the cytochrome P450 (P450) and carboxylesterase gene families oxidize, hydrolyze, or reduce xenobiotics, and the products of these reactions are conjugated to certain substrates by ‘Phase II’ enzymes encoded by the glutathione *S*-transferase (GST) and UDP-glycosyltransferase (UGT) families to allow them to be excreted (reviewed in Kadlubar and Kadlubar 2009). However, the metabolism of xenobiotics *in vivo* in insects is likely to be far more complex. For example, the *D. melanogaster* P450 enzyme CYP6G1 can metabolize the neocotinoid insecticide imidacloprid to several products, including those that may be more toxic than the original compound, when expressed in tobacco cell culture (Joußen *et al.* 2008). Some other cytochrome P450 enzymes also have the capability to perform reactions that increase the toxicity of insecticides (Dunkov *et al.* 1997; Guzov *et al.* 1998; Sabourault *et al.* 2001; Honda *et al.* 2006; Hoi *et al.* 2014), suggesting that describing the members of these gene families as “detoxification genes” may not accurately reflect their functions.

In this study, transcriptome analysis was used to investigate gene expression relevant to xenobiotic metabolism in *D. melanogaster*, which is an established model for studies of the genetics of resistance to xenobiotics, in particular insecticides (Perry *et al.* 2011). Midguts from feeding third instar larvae were dissected into eight subsections following the regions of gene expression determined by enhancer trap analysis in larvae (Murakami *et al.* 1994), and high-throughput mRNA sequencing was used to estimate gene expression in each subsection. Consistent with previous reports (Murakami *et al.* 1994; Buchon *et al.* 2013; Marianes and Spradling 2013), expression in the midgut is compartmentalized. The expression of families of genes implicated in xenobiotic metabolism was detected in a variety of patterns, suggesting that metabolism may occur along the length of the midgut, although polarization of expression of several metabolic gene families was observed, such that they are generally more lowly expressed in the middle midgut. In addition, the analysis identified several common patterns of expression among highly expressed, variable genes. These results support differentiated function between subsections, and the data will be a useful resource for further investigation of xenobiotic metabolism and other functions of the larval midgut.

## Materials and Methods

### Dissections and RNA isolation

To guide dissection, a *D*. *melanogaster* line that expresses *GAL4* in M2, M4, M6 and M9 and M12–13 was produced by *P*-element–mediated transformation with a recombinant *P*{CaSpEr-*GAL4*} plasmid containing the promoter of *Cyp4d2* upstream of the *GAL4* gene (data not shown). Flies homozygous for this transgene were crossed with *w*^1118^ ; *P*{UAS-*GFP*.nls}14 flies (Bloomington stock number 4775). This made it possible to dissect eight subsections of the midgut in the green fluorescent protein (*GFP*)-expressing larval progeny, corresponding to the M1, M2, M3–5, M6, M7–8, M9, M10–11, and M12–13 subsections identified by enhancer-trap analysis (Murakami *et al.* 1994). Larvae were raised on standard cornmeal-dextrose medium with 12 mL·L^−1^ of 10% w/v methylparaben (Lewis 1960). Midguts were dissected at the feeding stage of third instar larval development under an SZX12 stereomicroscope (Olympus) in batches of five from a minimum of 200 larvae and transferred to RNA*later* solution (QIAGEN). Total RNA was extracted using the RNeasy Lipid Tissue Mini Kit (QIAGEN) and RNA integrity was assayed on a BioAnalyzer (Agilent). Unstranded library preparation and sequencing on the Illumina GAIIx platform were carried out by Macrogen (Seoul, Korea).

### Sequencing and analysis

Sequencing produced 35–38 million 38-bp single-end reads for each sample, except M6. RNA from the M6 section was more prone to degradation than RNA from other sections (Marianes and Spradling 2013), and only 17 million reads were produced for this section. Low quality reads (Q < 3) were removed with PRINSEQ 0.20.3 (Schmieder and Edwards 2011), and the remaining reads were mapped to the annotated *D. melanogaster* genome (FlyBase release 5.47) using Bowtie 2.0.2 and TopHat 2.0.6 (Kim *et al.* 2013). Fragments per kilobase of exon per million fragments mapped (FPKM) quantification and testing for differential expression were performed using Cuffdiff 2.0.2 with options for upper-quartile normalization (−N), multiread correction (−u), fragment bias correction (−b), and timeseries (−T) enabled, using the “blind” dispersion method, which constructs a conservative model in the case of nonreplicated samples (Trapnell *et al.* 2013). Raw and processed data files, including tables of FPKM estimates output by cuffdiff that were used to generate heatmaps, are available from the National Center for Biotechnology Gene Expression Omnibus under the accession number GSE32329. Analysis and visualization of the processed RNAseq data and generation of heat maps were performed using the R statistical computing environment (R Foundation for Statistical Computing, Vienna, Austria). Fuzzy C-means clustering was performed with the Mfuzz package (Kumar and Futschik 2007).

## Results and Discussion

### Patterns of gene expression and regulation in the midgut

To investigate the patterns of gene expression in the subsections of the midgut, fuzzy C-means clustering was performed on standardized, log-transformed FPKM values from a subset of highly expressed genes with variable expression. 

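RNA from the 8 subsections was sequenced as 1 library per subsection: M1, M2 and M3–5 of the anterior midgut, M6 and M7–8 of the middle midgut, and M9, M10–11 and M12–13 of the posterior midgut. No subsection was sampled again, so differences between subsections were not tested, and values below carry no error over larvae. The authors deposited Cuffdiff FPKM values, scaled by the upper quartile of each library, for 14207 genes and transcripts. The paper's depth, in units of 1000000 reads of 38 bp, is 35 to 38 per library and 17 for M6; the values hold no counts, so the number of reads behind a single value is unknown. The FPKM values of a library summed to between 542366 in M12–13 and 1806163 in M2, and between 6764 genes in M2 and 7360 genes in M7–8 exceeded 1 FPKM. Here the values were used as log2(FPKM + 1) unless stated otherwise. A gene family was compared with 10000 random lists of as many genes, drawn from 20 bins of mean expression, and its percentile among them describes these libraries alone. Positions are those of the authors' Cuffdiff bundles on the genome release named in the methods, which can hold neighboring genes.
Anterior and posterior libraries differed in how FPKM depended on transcript length. Across 5877 genes with a mean FPKM above 3 and an annotated transcript length, Spearman's rho between length and the anterior minus posterior difference was −0.70; genes are not independent replicates. The median difference was 1.57 for 172 genes with transcripts of up to 500 nt and −1.59 for 299 genes with transcripts above 5000 nt. Below, the difference that genes of the same length have is called the length trend.

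**Figure D1:**
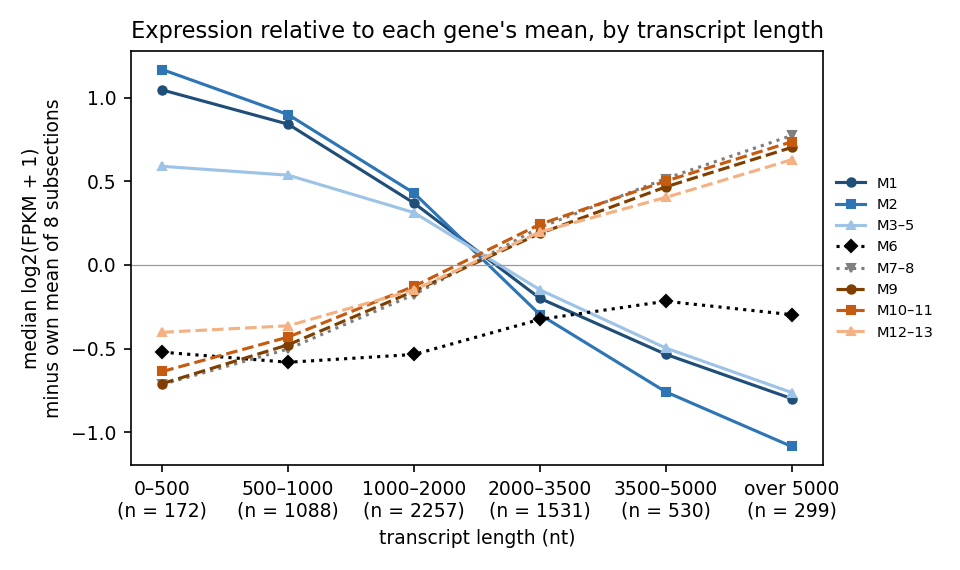
Median of log2(FPKM + 1) minus each gene's own mean of 8 subsections (vertical axis, log2 units) for genes grouped by transcript length (horizontal axis, nt; n, number of genes), with 1 line per subsection. For transcripts above 5000 nt the median was −1.09 in M2 and 0.78 in M7–8.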

To construct this gene set, genes with FPKM > 5 in any section or mean FPKM > 3 across all sections (6315 genes) were ranked by variance across all sections, and the top 20% were retained for fuzzy C-means analysis (1263 genes). 

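In the deposited table, 6315 genes met this limit and the 1263 with the largest variance of the unlogged FPKM were retained. All 765 core genes of File S1 were among the retained genes, and their FPKM values in File S1 did not differ from the deposited ones. Unlogged values were used for the ranking because File S1 holds genes with small relative changes. The match of all 765 genes is therefore no independent check of the ranking. Ranking genes by the variance of log10(FPKM + 1) moved the count of 765 most, to 373. The median transcript length was 1100.2 nt for the retained genes and 1698 nt for all genes that met the expression limit. M6 held the lowest value of 621 of the 1263 retained genes and of 2684 of the 6315 genes.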

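Fuzzy c-means clustering was repeated on standardized log10(FPKM + 1) values of the 1263 genes, with the best of 20 seeded starts. For the clustering, the paper's text names neither the fuzzifier nor the constant added to the FPKM. The constant of 1 used here is that of the paper's heat maps. The fuzzifier was set to 1.47 by the formula that Mfuzz offers, which uses the numbers of genes and subsections. The clustering gave 772 core genes with a membership value (α) of at least 0.7, and File S1 lists 765 core genes as the paper's. After clusters were matched by their largest overlap, every File S1 gene had its highest α in the cluster of the same number, and 741 genes were core genes in both. The α values differed by a median of 0.00462. The clusters held between 43 core genes in cluster 5 and 170 in cluster 1. A fuzzifier of 2 reduced the core genes to 137, the largest change among the alternatives tried.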

The retained genes define 8 clusters with differing patterns of expression along the length of the midgut (Figure 1). Multidimensional scaling of a distance matrix of standardized, log-transformed FPKM values (*i.e.* principal component analysis) supports the separation of the expression clusters (Figure 2). 

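Principal components of the standardized values of the 1263 genes carried 45.7% of the variance on axis 1, 30.5% on axis 2 and 10.9% on axis 3. On axis 1, the loadings of M1, M2 and M3–5 were −0.50, −0.49 and −0.34, and those of M7–8, M9, M10–11 and M12–13 were between 0.29 and 0.34. M6 had a loading of 0.08 on axis 1 and 0.82 on axis 2. Of the File S1 core genes, 732 lay nearest to the center of their own cluster on axes 1 and 2. The lowest share was in cluster 5, with 36 of 45 genes. Clusters, axes and centers come from the same values, so this closeness is largely built in and is no separate test. The same holds for the counts below of core genes with the pattern of their cluster on the authors' scale.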

The expression of genes in some clusters reflects the divisions between the anterior, middle, and posterior midgut, corresponding to known physiological or morphological distinctions, and the differential patterns of gene expression indicate that the subsections of the third instar larval midgut may have differences in function. For example, genes in cluster 1 are enriched in the anterior midgut and more lowly expressed in the middle and posterior midgut, whereas cluster 8 contains genes expressed in the posterior and middle midgut. 

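All 171 core genes of cluster 1 had a higher mean in the anterior midgut than in the middle and the posterior midgut, and 131 of them were highest in M1. Their median FPKM was 286 in M1, 249 in M2 and 180.2 in M3–5, and lay between 73.1 in M6 and 104 in M12–13 in the other subsections. The genes were short, with a median transcript length of 712 nt. After the length trend was removed, a step chosen after the values had been seen, 142 of 168 genes with a known length kept the anterior excess, and 138 of 171 kept it with each subsection rescaled to the same summed FPKM. In cluster 8, all 60 core genes had a higher mean in the middle and in the posterior midgut than in the anterior midgut, as had 57 of 57 with the length trend removed. Their median FPKM rose from 23.2 in M2 to 133 in M6, 285 in M7–8 and 289 in M9.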

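M12–13 was the highest subsection of all 45 core genes of cluster 5. Their median FPKM was 358 in M12–13, 46.6 in M10–11 and 23.7 in M9. It was 5.14 in M7–8, 0.642 in M6 and between 1.27 and 1.89 in the anterior subsections.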

Cluster 5 may reveal differences of expression in morphologically indistinguishable compartments of the larval midgut, as it contains genes specifically expressed in M12–13 but not the other sections of the anterior midgut.

**Figure 1:**
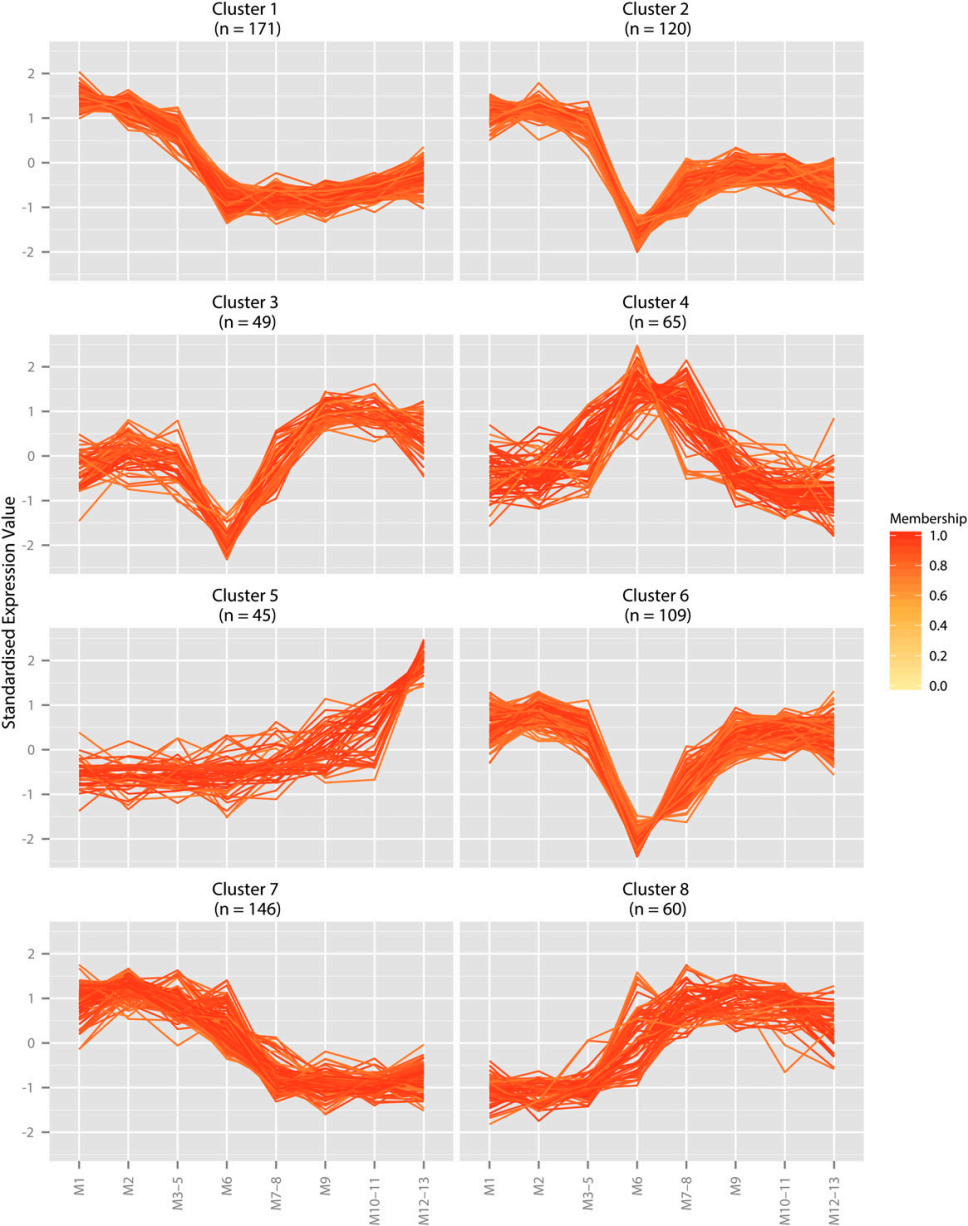
Fuzzy C-means clustering of genes with variable expression in the larval midgut. Eight clusters were formed, including three separate clusters with markedly decreased expression in M6 (clusters 2, 3, and 6) and one cluster with specific expression in the middle midgut (cluster 4). The clustering supports previous findings that gene expression within the adult midgut is variable, suggesting that the subsections are also functionally differentiated in larvae. Scale bar: fractional membership of each gene to the cluster.

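M6 was the lowest subsection of 119 of 120 core genes in cluster 2, 48 of 49 in cluster 3 and 108 of 109 in cluster 6. The median log2(FPKM + 1) in M6 minus the gene's own mean was −1.72 in cluster 2, −3.37 in cluster 3 and −2.90 in cluster 6. Over 6084 genes with a mean FPKM above 3, this median was −0.43 in M6. With each subsection rescaled to the same summed FPKM, the lowest subsection was M6 for 39 of the 49 genes in cluster 3. In cluster 4, 48 of the 65 core genes were highest in M6 and 17 in M7–8. Their median FPKM was 542 in M6, 259 in M7–8 and 4.05 in M10–11.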

**Figure 2:**
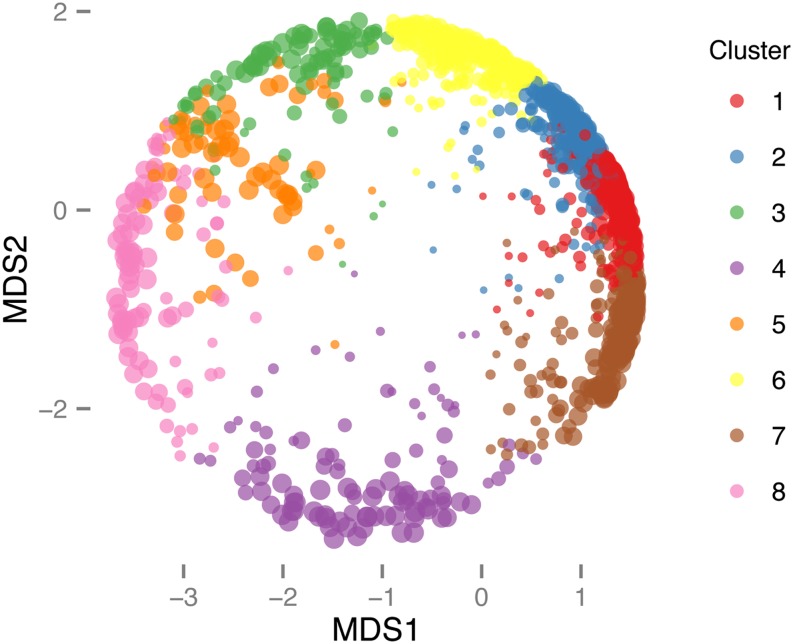
Multidimensional scaling (MDS) of standardized, log-transformed FPKM values of clustered genes, scaled by α, which is the gene’s membership value for the cluster to which it was assigned, larger points having α values closer to 1. The clusters are supported by the MDS analysis. FPKM, Fragments per kilobase of exon per million fragments mapped.

The “core” genes in each cluster, which have a cluster membership value (α) of at least 0.7, were manually examined for the presence of members of gene families that may be involved in xenobiotic metabolism (Supporting Information, File S1). 

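The P450s, GSTs, UGTs and esterases that File S1 lists in clusters 2, 3 and 6 were identified from File S2, with the alpha-esterases added. Those that the paper's text and Figure 5 do not name were picked out after their values had been seen. The ABC transporters of File S2, of which cluster 3 held 2, were left out here. Cluster 2 held the P450 *Cyp6a2* and the GSTs *GstD1*, *GstE5* and *GstE6*. Cluster 3 held the P450s *Cyp28a5* and *Cyp4d2* and the esterase *Est-Q*. Cluster 6 held the P450s *Cyp4d1* and *Cyp311a1*, the UGT *Ugt36Bc*, the esterase *CG3841* and the alpha-esterases *alpha-Est2* and *alpha-Est4*. Their α values in File S1 lay between 0.703 for *alpha-Est2* and 0.976 for *GstD1*. In M6, the FPKM was 0.230 for *Cyp4d1*, the lowest, and at most 21.1 for *GstE5* among genes other than *GstD1*. Clusters 2, 3 and 6 together held 5 P450s, 3 GSTs, 1 UGT and 2 esterases of File S2. Of the ABC transporters, which File S2 also lists, *Pmp70* and *CG1718* were in cluster 3, with α values of 0.887 and 0.886.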

Clusters 2, 3, and 6, which have genes that are expressed in regions of the midgut excluding M6–8, contained P450s, GSTs, carboxylesterase, and UGTs, which supports polarization of xenobiotic metabolism in the midgut (*Xenobiotic metabolism in the midgut*). However, *α-Est3*, *Cyp6a13*, and *GstE10* are all found in cluster 4, containing genes expressed specifically in the middle midgut (M6–8), suggesting that the polarization of the activity of these gene families is not absolute.

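*α-Est3* (FBgn0015571; chromosome 3R, 3364694 to 3367353) had 144 FPKM in M6 and 89.6 FPKM in M7–8, and between 24.7 and 49.6 FPKM elsewhere. For *Cyp6a13* (FBgn0033304; chromosome 2R, 4458004 to 4459652), the values were 129 and 103 FPKM in M6 and M7–8 and between 5.06 and 11.3 FPKM in the other subsections. *GstE10* (FBgn0063499; chromosome 2R, 14284143 to 14285031) reached 110.3 FPKM in M6 and 89.9 FPKM in M7–8, against 4.70 FPKM in M3–5 and at most 1.40 FPKM elsewhere. The α values of these genes for cluster 4 in File S1 were 0.865, 0.967 and 0.993. The authors' 95% interval in M6 was from 0 to 413 FPKM for *α-Est3*, to 314 FPKM for *Cyp6a13* and to 250.4 FPKM for *GstE10*.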

These data corroborate previous reports where compartment-specific expression in the midgut was studied using enhancer-trap analysis (Murakami *et al.* 1994; Marianes and Spradling 2013), but the transcription factors that coordinate differential expression in the midgut are unknown. A manually curated list of transcription factor genes in *D. melanogaster* is available (Hammonds *et al.* 2013), and four of these were found in the lists of core genes. 

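*X box binding protein-1* (*Xbp1*; chromosome 2R, 17031050 to 17033255) had 280.4, 297 and 283 FPKM in M1, M2 and M3–5. Its value was lowest in M6, at 85.8 FPKM with an interval from 0 to 241 FPKM, and was 132 FPKM in M7–8. The posterior subsections had between 153 and 218 FPKM. With each subsection rescaled to the same summed FPKM, the highest subsection was M12–13 instead of M2. In File S1, α was 0.813 for cluster 2.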

Cluster 2, containing genes with high expression in the anterior midgut, lower expression in the anterior midgut and little to no expression in the middle midgut, includes the ubiquitously expressed basic leucine-zipper transcription factor *X box binding protein-1* (FBgn0021872; Liou *et al.* 1990; Souid *et al.* 2007). The zinc-finger protein *sugarbabe* (FBgn0033782), which may regulate insulin-like peptide production in insulin producing cells and is activated by sugar ingestion (Zinke *et al.* 2002; Varghese *et al.* 2010), was found in cluster 6, which contains genes widely expressed in the midgut except M6–8. 

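The bundle of *sugarbabe* (*sug*; chromosome 2R, 8811409 to 8818149) also holds another gene. *sug* was lowest in M6, at 129.8 FPKM, and had 226 FPKM in M7–8 and between 291 FPKM in M12–13 and 436 FPKM in M9 in the other subsections. The rescaling to the same summed FPKM moved its highest subsection from M9 to M12–13. Its α in File S1 was 0.857.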

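*cryptocephal* (*crc*; chromosome 2L, 21310866 to 21319527) had 279, 287 and 272 FPKM in M1, M2 and M3–5, 268 FPKM in M6, and between 171 FPKM in M7–8 and 203 FPKM in M10–11 in the rest of the midgut. Its anterior minus posterior difference was 0.57, and the length trend at its transcript length was −0.05. Its highest subsection, M2, became M6 with each subsection rescaled to the same summed FPKM. Of the 146 core genes of cluster 7, all had a higher mean in the anterior than in the middle and the posterior midgut on the authors' scale. So did 78 after this rescaling and 57 of 137 with the length trend removed. With each subsection divided instead by its median ratio to the geometric mean, 146 of 146 did. The α of *crc* in File S1 was 0.945.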

Cluster 7 (high anterior expression transitioning to lower expression in the middle midgut) contains a basic leucine-zipper transcription factor involved in regulation of ecdysone triggering hormone, *cryptocephal* (FBgn0000370; Gauthier *et al.* 2012). *Xrp1* (FBgn0261113), which induces upstream factors involved in axis formation during antenna development (Tsurui-Nishimura *et al.* 2013), was found in cluster 8 (low anterior expression transitioning to higher expression in the middle midgut). 

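*Xrp1* (chromosome 3R, 14740690 to 14752711) had between 145 and 166 FPKM in the anterior subsections and M6, 329 FPKM in M7–8, and between 324 and 433 FPKM in the posterior subsections. The anterior minus posterior difference of −1.34 was larger in size than the length trend of −0.68 at its transcript length. In File S1, *Xrp1* had an α of 0.868 for cluster 8.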

No evidence is available for the involvement of these genes in xenobiotic metabolism and further investigation will be necessary to determine if they have a role in regulation in the subsections where they are expressed.

### Xenobiotic metabolism in the midgut

Genes that are involved in xenobiotic metabolism are often encoded by gene families, including P450s, carboxylesterases, GSTs, and UGTs (Li *et al.* 2007; Perry *et al.* 2011), which are widely expressed in the midgut of *D. melanogaster* and the tobacco hornworm *Manduca sexta* (Li *et al.* 2008; Pauchet *et al.* 2010), although their members are involved in a broad range of biological processes apart from metabolism (Oakeshott *et al.* 2005; Chung *et al.* 2009; Ranson and Hemingway 2005; Feyereisen 2012). Heat maps of expression of these families in subsections of the larval midgut show that their members are extensively expressed in the midgut subsections, with some notable patterns within and between families (Figure 3).

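The families were taken as listed in File S2, and a gene counted as detected when its FPKM values summed to at least 1 over the 8 subsections. By this limit, 65 of 88 P450s, 33 of 35 GSTs, 15 of 18 UGTs and 43 of 57 ABC transporters were detected. P450s were highest in M10–11 more often than in any other subsection (14 genes), GSTs in M1 (12 genes), and UGTs and ABC transporters in M12–13 (7 and 13 genes). The median transcript length of the detected genes ran from 852 nt for GSTs to 3516 nt for ABC transporters.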

**Figure 3:**
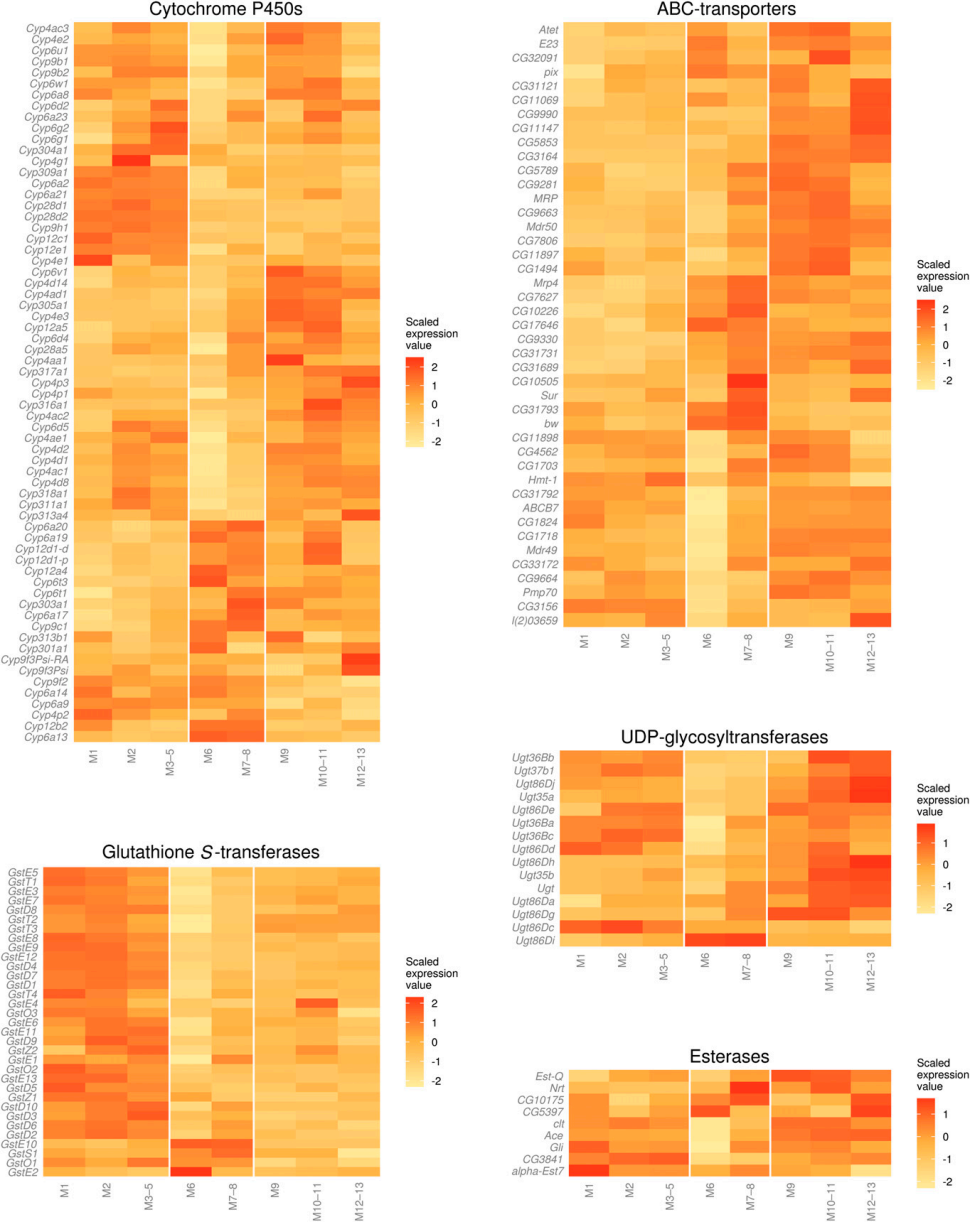
Expression of metabolic gene families and ABC transporters in the midgut. Expression values are log_10_(FPKM + 1), scaled by each gene’s total expression across the 8 subsections. Unscaled FPKM values for these genes are provided in File S2. Genes with low or undetectable expression (sum of FPKM values less than 1) were excluded from the analysis. In general, members of these gene families are not enriched in M6, but there are exceptions, and other patterns of expression within the families were observed (*Xenobiotic metabolism in the midgut*). FPKM, Fragments per kilobase of exon per million fragments mapped.

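M6 was the subsection with the lowest value for 32 P450s, 22 GSTs, 10 UGTs, 4 esterases and 22 ABC transporters. It held the highest value of 7 P450s, 2 GSTs, 3 ABC transporters and no UGT or esterase.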

Across all of the gene families, expression was generally lower in the M6 (copper cell) subsection. This finding suggests that M6 is not a prominent site of xenobiotic metabolism, which is consistent with its proposed function in acidification of the lumen (Dubreuil 2004). 

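FPKM values in M6 were lower for most genes. Over all genes with a mean FPKM above 3, the median of log2(FPKM + 1) in M6 minus the mean of the other 7 subsections, called the M6 deviation, was −0.50; it was −0.11 with each subsection rescaled to the same summed FPKM and −0.12 with each divided by its median ratio to the geometric mean. The families are therefore given against random lists with the same mean expression from the same libraries. The median M6 deviation of P450s was −0.88, against −0.36 in the random lists, at percentile 0. GSTs had a median of −1.78 against −0.48, also at percentile 0. For UGTs, the median of −0.77 lay at percentile 2.22, past the lower limit of 2.5. Esterases, at percentile 2.79, and ABC transporters, with a median of −0.48 at percentile 12.35, were not past it. With random lists matched on transcript length as well, both were, at percentiles 1.93 and 0.890, whereas without the filter on low values esterases were at percentile 46.3 and ABC transporters at 35.4. The paper proposes from the lower expression of the families that M6 is not a prominent site of xenobiotic metabolism and relates this to the role of the copper cells in acidifying the lumen.

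**Figure D2:**
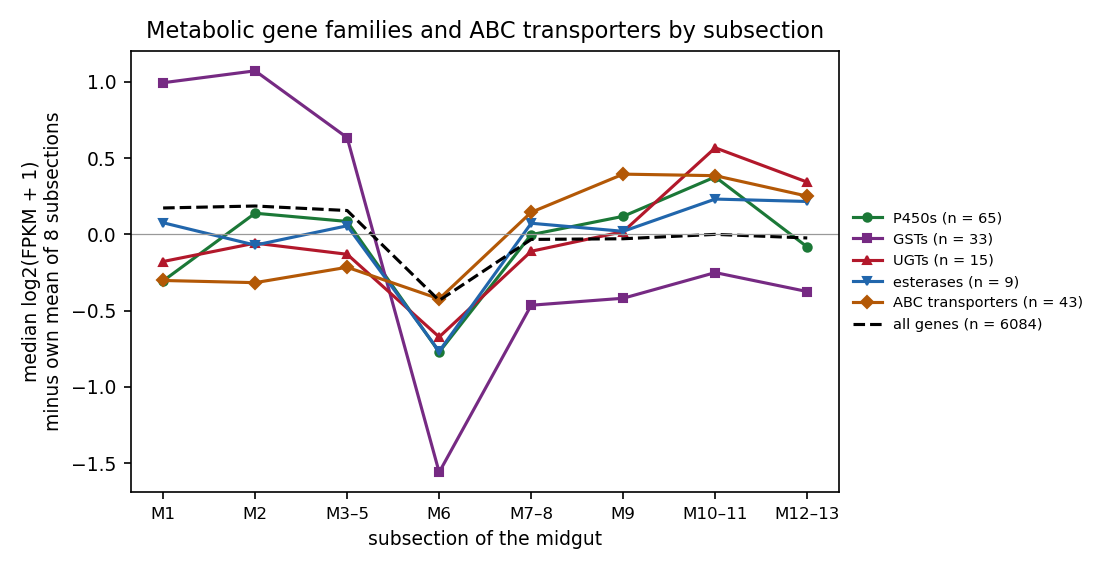
Median of log2(FPKM + 1) minus each gene's own mean of 8 subsections (vertical axis, log2 units) in each subsection (horizontal axis) for the detected genes of 5 families and, as a dashed line, for all genes with a mean FPKM above 3 (n, number of genes). In M6 the medians were −1.56 for GSTs and −0.42 for ABC transporters.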

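Of the detected P450s, 48 (73.8%) lay below their own mean of log10(FPKM + 1) in M6, and 29 lay below it in both M6 and M7–8. Dividing each subsection by its median ratio to the geometric mean changed the count in M6 to 44. *Cyp6g1* (chromosome 2R, 8073172 to 8077882) had 4.48 FPKM in M6 and 9.88 FPKM in M7–8, with 1.03 FPKM in M1 and 112 FPKM in M3–5 as its lowest and highest values. *Cyp6a8* (chromosome 2R, 10774676 to 10776515) was lowest in M6 and M7–8, at 0.111 and 0.822 FPKM, and reached 32.0 FPKM in M1 and 44.2 FPKM in M10–11, with 3.32 FPKM in M12–13. *Cyp6w1* (chromosome 2R, 2061189 to 2062936) had 0.930 FPKM in M6, 8.00 FPKM in M7–8 and between 20.2 and 159 FPKM elsewhere.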

Approximately two-thirds of P450s are not enriched in M6, including a large group of P450 genes that are expressed in all or most of the midgut but absent or lowly expressed in M6–8, *e.g. Cyp6g1*, which metabolizes DDT and imidacloprid and is involved in resistance to several insecticides in the field (Daborn *et al.* 2002; Joußen *et al.* 2008; Schmidt *et al.* 2010; Hoi *et al.* 2014), and *Cyp6a8* and *Cyp6w1*, which are overexpressed in some resistant strains (Maitra *et al.* 1996; Brandt *et al.* 2002; Le Goff *et al.* 2003). Another P450 linked to resistance by overexpression, *Cyp6a2* (Brun *et al*. 1996; Pedra *et al.* 2004), is specifically enriched in the anterior compartments. 

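*Cyp6a2* (chromosome 2R, 2647220 to 2686446) had 774 FPKM in M1, 419 FPKM in M2 and 348 FPKM in M3–5. Its values were 2.57 FPKM in M6, 72.9 FPKM in M7–8 and between 9.29 and 28.5 FPKM in the posterior subsections. The anterior minus posterior difference was 4.61, and the length trend was 0.29.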

There is also a group of P450s that are strongly expressed in M6–8, such as *Cyp12a4*, which confers resistance to the insect growth regulator, lufenuron, when overexpressed in natural populations or by transgenic manipulation (Bogwitz *et al.* 2005), and another resistance-associated P450, Cyp12d1 (Brandt *et al.* 2002; Le Goff *et al.* 2003; Daborn *et al.* 2007), although both of these genes also have prominent expression in M10–11. 

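*Cyp12a4* (chromosome 3R, 14960880 to 14962858) had 539 FPKM in M6, with an interval from 0 to 1539.9 FPKM, and 353 FPKM in M7–8. In the posterior subsections it had 186 FPKM in M9, 218 FPKM in M10–11 and 259.6 FPKM in M12–13, and the anterior subsections had at most 148 FPKM. The deposited values list *Cyp12d1* as *Cyp12d1-p* and *Cyp12d1-d*, a pair of paralogs between which reads can be split. Both were highest in M10–11, at 15.5 and 13.4 FPKM, and had 8.03 and 6.32 FPKM in M6 and 10.9 and 8.78 FPKM in M7–8. P450s that were highest in M6 or M7–8 numbered 7 and 5.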

There are also several P450s that are enriched in the posterior compartments (*e.g. Cyp305a1*, *Cyp4e3*). These observations are consistent with P450-based insecticide metabolism occurring along the length of the third instar larval midgut, with a possible decrease in metabolism in M6–8.

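*Cyp305a1* (chromosome 3L, 19803503 to 19806439) had 20.2 FPKM in M9 and 15.7 FPKM in M10–11, 5.11 FPKM in M7–8 and 3.08 FPKM in M12–13, and at most 1.56 FPKM in M1 to M6. Its highest subsection became M10–11 with the rescaling to the same summed FPKM. *Cyp4e3* (chromosome 2L, 9747839 to 9750071) reached 2709 FPKM in M9 and 1148 FPKM in M10–11, against 47.5 FPKM in M7–8, 1.95 FPKM in M12–13 and at most 1.11 FPKM in M1 to M6. Of the detected P450s, 42 had a higher mean in the posterior than in the anterior midgut, and their median anterior minus posterior difference of −0.22 lay at percentile 1.04, a comparison added after the values had been seen.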

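Summed over the P450s, FPKM was 4309 in M1, 6129.7 in M2, 5320.1 in M3–5, 2535 in M6, 3894 in M7–8, 8033 in M9, 6611 in M10–11 and 2857 in M12–13. Each subsection held the highest value of at least 5 P450s. The mean of M6 and M7–8 was below both the anterior and the posterior mean for 34 of 65 genes. In M7–8 alone, 33 genes lay below their own mean.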

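In both M6 and M7–8, 22 of 33 detected GSTs lay below their own mean. The median log2(FPKM + 1) minus the own mean was −0.46 in M7–8, −0.42 in M9, −0.25 in M10–11 and −0.37 in M12–13. FPKM summed over the GSTs was 1131 in M6 and 2742 in M7–8, against 13163 in M1 and 2911 in M9.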

As is the case for P450s, a decrease in the expression of GSTs is apparent in M6–8. 

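Among the GSTs, *GstE10* had an M6 deviation of 5.25 and *GstS1* of 0.55. *GstS1* (FBgn0010226; chromosome 2R, 12980751 to 12987006) had 21.7 FPKM in M6 and 29.0 FPKM in M7–8, between 13.6 and 17.5 FPKM in the anterior subsections, M9 and M10–11, and 5.48 FPKM in M12–13.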

Two notable exceptions to this are *GstE10* and *GstS1*, which have their greatest expression in M6 and M7–8, respectively. 

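*GstD1* (FBgn0001149; chromosome 3R, 8191902 to 8194987) had 3558 FPKM in M1, 3991 FPKM in M2 and 2809 FPKM in M3–5. It fell to 210.4 FPKM in M6, and had 764 FPKM in M7–8 and between 746 and 1079 FPKM in the posterior subsections. In every subsection its value exceeded those of at least 97.6% of the genes in the table.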

*GstD1*, which encodes a GST that has metabolic activity toward DDT *in vitro* and has a radical amino acid substitution that seems to be adaptive in some Drosophila species (Tang and Tu 1994; Low *et al.* 2007), is highly expressed throughout the midgut. 

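Of the 33 detected GSTs, 32 had a higher mean in the anterior than in the posterior midgut, and leaving out each of the 6 anterior and posterior subsections in turn gave between 31 and 33. With each subsection rescaled to the same summed FPKM, 21 GSTs were higher in the anterior midgut. That rescaling moved the median anterior minus posterior difference of all genes from 0.21 to −0.88. With each subsection divided by its median ratio to the geometric mean, 32 GSTs were higher in the anterior midgut. With the length trend removed, a step chosen after the values had been seen, 24 were. The median difference of the GSTs was 1.48. In comparisons added after the values had been seen, random lists matched on mean expression had a median of 0.35, and lists matched on transcript length too had 1.06; among the latter, the GSTs were at percentile 99.9.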

GSTs are clearly more prevalent in the anterior than posterior midgut, and this pattern makes their expression appear more uniform than the expression of P450 genes.

UGTs catalyze the conjugation of glucuronic acid to their substrate, making it more polar and enabling its excretion. They are not widely studied in xenobiotic metabolism in insects, although *BmUGT1* in *Bombyx mori* encodes an enzyme that was able to conjugate several xenobiotics after heterogeneous expression in cell culture (Luque *et al.* 2002). 

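Of 15 detected UGTs, 11 lay above their own mean in both M10–11 and M12–13, and dividing each subsection by its median ratio to the geometric mean gave 10. The median log2(FPKM + 1) minus the own mean was 0.57 in M10–11 and 0.34 in M12–13, −0.67 in M6, and between −0.18 and 0.02 in the other subsections. In M6, 14 UGTs lay below their own mean, and in M7–8 10 did.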

UGTs are evenly distributed in the midgut, although there may be common enrichment in the M10–11 and M12–13 subsections, and decreased enrichment in M6–8 is apparent.

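File S2 lists 23 esterases, of which 9 had FPKM values that summed to at least 1. In M6, 7 of the detected esterases lay below their own mean, and 6 did so with each subsection divided by its median ratio to the geometric mean. FPKM summed over the family ran from 179 in M6 to 598 in M1. The list of File S2 holds *α-Est7* and no other alpha-esterase. When the alpha-esterases were added, 17 of 32 esterases were detected and 12 of these lay below their own mean in M6.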

Only 9 of 22 carboxylesterase genes identified in the RNA sequencing data were detected in the midgut (Σ FPKM ≥ 1), and the expression of those genes that are enriched appears evenly distributed, although 6 of those 9 are less enriched in M6. The expression of *α-Est7* is detected in all sections of the midgut, with especially high expression in M1. *α-Est7* is not implicated in resistance in the field in Drosophila, but ubiquitous, transgenic overexpression provides moderate resistance to diazinon (Birner-Gruenberger *et al.* 2012), and it is the ortholog of the gene encoding the *Lucilia cuprina* carboxylesterase E3, variants of which found in resistant strains have significant hydrolase activity toward organophosphate insecticides (Devonshire *et al.* 2003).

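*α-Est7* (FBgn0015575; chromosome 3R, 3345285 to 3349475) had 439.6 FPKM in M1, with an interval from 0 to 1232 FPKM, between 147 and 209 FPKM in M2 to M10–11, and 57.8 FPKM in M12–13. With each subsection rescaled to the same summed FPKM its highest subsection was M7–8 in place of M1.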

ABC transporters act in metabolism by actively transporting xenobiotics and/or their metabolites into or out of tissues. In theory, efflux could either inhibit or enhance the effect of a xenobiotic. Pumping an insecticide or its metabolite into the lumen of the gut may have a protective effect by allowing its excretion from the insect. Conversely, pumping the insecticide or its metabolite into the hemolymph may facilitate transport to other metabolic tissues or the site of action (*e.g.* the brain). ABC transporters have been implicated in insecticide transport and resistance in arthropods, often because of changes in expression level (reviewed in Dermauw and Van Leeuwen 2014). These genes appear to be more highly expressed in the posterior midgut, also with lower expression in M6. 

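Of 43 detected ABC transporters, 39 had a higher mean in the posterior than in the anterior midgut, and between 36 and 39 did with each subsection left out in turn. The median anterior minus posterior difference was −0.51, at percentile 0.10 among random lists with the same mean expression. Random lists that also had the same transcript lengths had a median of −0.67 and among these the ABC transporters were at percentile 93.0, not past a limit. After the length trend was removed, 21 of 42 were higher in the posterior midgut; this count and both percentiles were added after the values had been seen. In M6, 30 ABC transporters lay below their own mean.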

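*Mdr49* (FBgn0004512; chromosome 2R, 8824396 to 8833852) had 88.8 FPKM in M9, 69.3 FPKM in M10–11 and 56.5 FPKM in M12–13, and between 15.1 and 24.7 FPKM in the anterior subsections. Its anterior minus posterior difference was −1.78, and the length trend at its length was −1.02. In M6 it had 0.330 FPKM, an M6 deviation of −4.81. The highest subsection moved from M9 to M12–13 with the rescaling to the same summed FPKM.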

Expression of the *Mdr49* gene, which is implicated in resistance to the plant secondary metabolite colchicine (Wu *et al.* 1991), follows this pattern.

The larvae used in these experiments were raised on normal media, without the addition of insecticide or other xenobiotics, and it is possible that the expression of some genes involved in metabolism is induced by xenobiotics, which would therefore not necessarily be detected under these conditions. Transcriptional response to exposure may be an important distinction between the metabolism of natural xenobiotics and of anthropogenic insecticides—for example, P450s and GSTs can be induced by brief exposure to a high concentration of the natural plant xenobiotic, caffeine but not by several insecticides under the same conditions (Willoughby *et al.* 2006). Nevertheless, many of the genes implicated in insecticide resistance in *Drosophila* were highly expressed in sections of the midgut. 

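For the genes that the paper links to insecticide or toxin resistance or metabolism, the rank of the highest value was taken among the 14207 genes and transcripts of the same subsection. *GstD1* in M2 exceeded 99.7% of them, *Cyp12a4* in M6 98.6%, *Cyp6a2* in M1 98.0% and *α-Est7* in M1 97.1%. *Cyp6w1*, *Mdr49*, *Cyp6g1* and *Cyp6a8* exceeded between 89.5% and 95.9%. The lowest ranks were those of *Cyp12d1-d* and *Cyp12d1-p* in M10–11, at 77.1% and 78.9%.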

A putative mediator of xenobiotic responses, transcription factor Cap ’n’ collar isoform-C, is involved in the regulation of P450s, GSTs, UGTs, and transmembrane transporters in response to phenobarbital (Misra *et al.* 2011). This isoform (FlyBase reference FBtr0306748) was detected in the larval midgut transcriptome dataset, with predominant expression in the middle and posterior midgut (M6–13), and the other isoforms of the *cnc* gene generally follow this expression pattern (data not shown). This expression pattern may be significantly altered by induction with phenobarbital, but because many of the aforementioned genes are expressed in additional subsections, it seems that Cnc is not the only factor involved in constitutive expression of genes involved in xenobiotic metabolism.

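The gene-level value of *cnc* (FBgn0262975; chromosome 3R, 18994039 to 19052433), over all isoforms, was examined; values of single isoforms were not analysed here. It was 22.6, 18.0 and 21.6 FPKM in M1, M2 and M3–5, 42.2 FPKM in M6, 54.4 FPKM in M7–8, and 71.2, 77.4 and 65.1 FPKM in the posterior subsections. The anterior minus posterior difference was −1.73, and genes with transcripts as long as those of *cnc* (4742 nt) had a length trend of −1.23. Its highest subsection was M10–11, and M12–13 after rescaling to the same summed FPKM. The bundle holds 3 genes, and the libraries were unstranded.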

### Dataset validation

Expression of GFP in subsections of the midgut, driven with the promoter of the *Cyp4d2* gene, was used to guide dissection of midguts for sequencing (Figure 4). As an initial validation step, the RNA sequencing results were compared with FlyAtlas expression data (Chintapalli *et al.* 2007). For each of eight tissues—the central nervous system, trachea, fat body, hindgut, salivary gland, Malpighian tubule, carcass, and midgut—two genes that are reported by FlyAtlas to be highly and specifically expressed in that tissue were chosen. The expression of these 16 genes was examined in the midgut transcriptome dataset. Only the two genes that are reported by FlyAtlas to be expressed in the midgut were enriched in the midgut transcriptome (Figure 5A). This finding suggests that the midguts were cleanly dissected without contamination with RNA from other tissues.

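Figure 5A names 14 genes, 2 of the midgut and 12 of other tissues. *CG12780* (FBgn0033301) had 217 FPKM in M6, 75.9 FPKM in M3–5 and 7.97 FPKM in M12–13, its lowest value. *decay* (FBgn0028381) had between 156 and 274 FPKM in every subsection. Of the 12 genes of other tissues, 3 exceeded 1 FPKM in any subsection. *nej* (FBgn0261617), with a quantification status other than OK in 1 library, had 5.88 FPKM in M9 and 0.409 FPKM in M2, and its transcripts, with a median length of 13566 nt, are among the long ones that were higher in the posterior libraries. *form3* (FBgn0053556) reached 2.06 FPKM in M6 and *NaPi-T* (FBgn0016684) 1.04 FPKM in M10–11. The highest value of the other 9 genes was 0.350 FPKM, for *Pcp*. From the low values of the genes of other tissues the paper proposes that the midguts were dissected without RNA from those tissues.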

**Figure 4:**
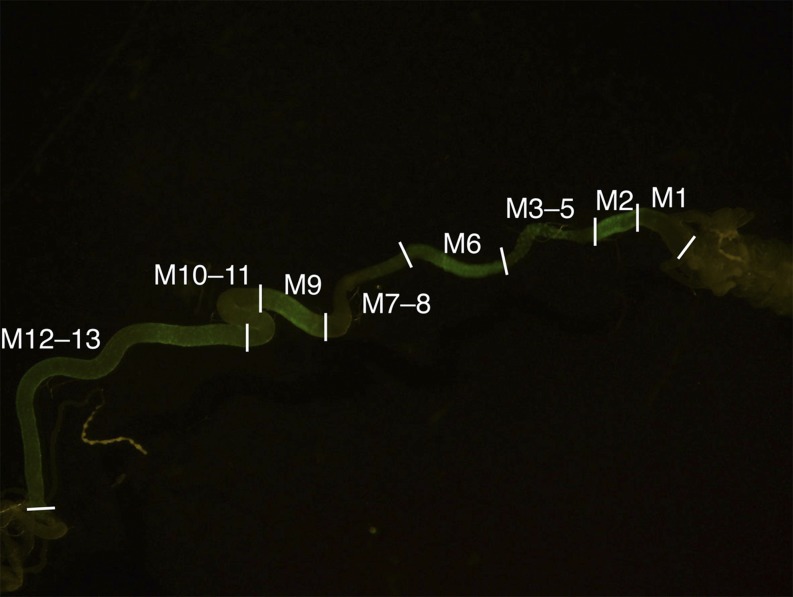
Typical expression in midguts dissected from larvae producing GFP under the control of the *Cyp4d2* promoter. GFP was expressed in M2, M4, M6, M9, M12, and M13, allowing the sections indicated to be harvested for sequencing. GFP, green fluorescent protein.

**Figure 5:**
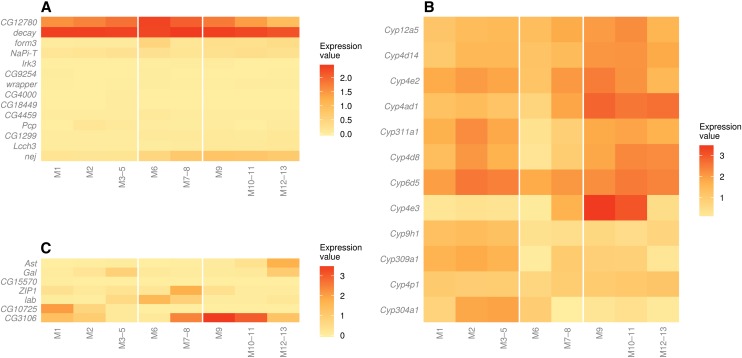
Comparison of the transcriptome data set with three other data sets. Heat maps were produced from the larval midgut dataset for the following groups of genes: (A) genes with restricted expression patterns, chosen from FlyAtlas (Chintapalli *et al.* 2007), (B) 12 P450 genes that were found by RNA *in situ* hybridization to be expressed in subsections of the midgut (Chung *et al.* 2009), and (C) genes used to exclude cross-contamination in RNA from subsections of the adult midgut (Marianes and Spradling 2013). The expression patterns of these genes indicate that the midgut subsections were adequately dissected. Expression values are unscaled log_10_(FPKM + 1).

A previous report presented expression of cytochrome P450 genes in *D. melanogaster* based on RNA *in situ* hybridization, including 12 genes expressed in subsections of the midgut (Chung *et al.* 2009). To determine whether the expression patterns determined by RNA sequencing correspond to the RNA *in situ* hybridization patterns, the expression data for those genes were examined in the midgut transcriptome (Figure 5B). 

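FPKM values of the 12 P450s named in Figure 5B were examined; the tissues found by *in situ* hybridization were not analysed here. *Cyp4d8* (FBgn0015033) had 215 FPKM in M10–11, 179.9 FPKM in M12–13 and 127 FPKM in M2, and *Cyp311a1* (FBgn0030367) had 180.2 FPKM in M2 and 81.9 FPKM in M10–11. In M6, they fell to 0.772 and 1.13 FPKM. *Cyp309a1*, *Cyp9h1* and *Cyp304a1* were highest in the anterior midgut, with 63.2 and 24.98 FPKM in M2 and 84.5 FPKM in M3–5. *Cyp4e2* and *Cyp4ad1* were highest in M9, at 310.8 and 679.8 FPKM, as was *Cyp4e3*, the gene that Figure 5B names where the text has *Cyp4e9*. *Cyp12a5* and *Cyp4d14* were highest in M10–11, at 174 and 140.0 FPKM, and *Cyp4p1* in M12–13, at 13.1 FPKM. *Cyp6d5* had its highest value in M2 (358 FPKM) and 319 FPKM in M10–11. With each subsection rescaled to the same summed FPKM, *Cyp6d5*, *Cyp4d8*, *Cyp311a1* and *Cyp4ad1* were highest in M10–11, M12–13, M10–11 and M12–13.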

Of the 12 genes compared between the two studies, only two were not enriched in the tissues identified by RNA *in situ* hybridization (*Cyp4d8* and *Cyp311a1*), whereas 10 were (*Cyp4e9*, *Cyp304a1*, *Cyp6d5*, *Cyp309a1*, *Cyp4e2*, *Cyp9h1*, *Cyp4ad1*, *Cyp12a5*, *Cyp4d14*, and *Cyp4p1*). However, transcripts from almost all of the genes in the latter group were enriched in additional tissues not detected by *in situ* hybridization. 

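Expression in several subsections was common in this group. *Cyp4e2* had 111 FPKM in M2 and 117 FPKM in M7–8, and *Cyp12a5* 110.3 FPKM in M9 and 62.5 FPKM in M7–8. The values of *Cyp4p1* lay between 3.78 FPKM in M6 and its maximum in M12–13. *Cyp304a1* had 70.4 FPKM in M2 and fell to 0.0401 FPKM in M7–8, and *Cyp309a1* fell to 0.188 FPKM in M6.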

The RNA sequencing results are therefore supported by the RNA *in situ* results reported by Chung *et al.* (2009), but the differences in the expression patterns suggest that care must be exercised when inferring precise expression patterns from either of the two data sets. Although it is possible that gene expression is different between the transgenic strain used for RNA sequencing and the *y* ; *cn bw sp* strain used for *in situ* hybridization, there are several other possible explanations for the observed differences. For example, the results from RNA sequencing are likely to be more sensitive compared to visualization by *in situ* hybridization, thus allowing detection of expression in compartments missed by the latter technique. Alternatively, imperfect dissection of midgut subsections during sample collection might lead to some amount of RNA from neighboring subsections being detected in the wrong sample. It is also theoretically possible that the expression of GAL4 or GFP altered the expression of some genes in the midgut, but it was not technically feasible to determine if such an effect was present for this data set.

To investigate these differences further, the expression of the seven genes used by Marianes and Spradling (2013) to exclude cross-contamination from imprecise dissection of subsection of the adult midgut was examined in the third instar larval midgut subsections. The enrichment of these genes in subsections of the third instar midgut corresponds closely to the tissues in which enrichment was observed in the adult transcriptome (Figure 5C). This finding suggests that the subsections of the third instar midguts were dissected adequately and the expression patterns estimated from the RNA-sequencing data are likely to be accurate. However, because biological replication was not performed for the midgut sectioning, stochastic variation may result in an incorrect level of expression being reported for any of the genes in any of the sections, and therefore using this RNA sequencing dataset as evidence of a precise level of expression of a particular gene within a certain subsection of the midgut should be avoided, especially for transcripts whose expression varies only slightly from the baseline.

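Of the 7 genes, *CG10725* (FBgn0036362) had 119 FPKM in M1, 3.92 FPKM in M2 and was listed at 0 in M6 to M12–13. *lab* (FBgn0002522) had 32.9 FPKM in M6, 5.40 FPKM in M7–8 and 2.53 FPKM in M3–5, and at most 0.498 FPKM elsewhere. *ZIP1* (FBgn0033096) reached 57.5 FPKM in M7–8 and at most 1.32 FPKM elsewhere. *CG3106* (FBgn0030148) had 3288 FPKM in M9, 1037 FPKM in M10–11 and 268 FPKM in M7–8, and *Ast* (FBgn0015591) had 55.9 FPKM in M12–13 and 1.12 FPKM in M10–11. *Gal* (FBgn0001089) had 8.84 FPKM in M12–13 and 5.89 FPKM in M3–5. *CG15570* (FBgn0029697) did not exceed 0.0185 FPKM in any subsection. The values in the adult midgut were not analysed here. The paper proposes from these genes that the subsections were dissected adequately.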

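The authors' quantification gives a 95% interval for each value, from a dispersion modeled without replicates. The lower bound was above 0 for 57 of 113656 values, and the median ratio of the upper bound to the FPKM was between 2.59 and 2.63 in the 8 libraries. For 34 genes, the intervals of at least 1 pair of subsections did not overlap. This needs a lower bound above 0, and such intervals can be very narrow. For *deltaTry* the interval ran from 75024.5 to 75270.4 FPKM in M1 and from 0 to 77346.2 FPKM in M6. The count of 34 therefore describes the modeled intervals and is no measure of differences between subsections. The 54 genes named in the paper's text and in Figure 5 had a lower bound of 0 in every subsection, so their intervals overlap whatever their values.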

## Conclusion

These results support previous reports that gene expression in the midgut is compartmentalized and indicate that the subsections of the midgut may have important differences in function. The variable expression of genes implicated in xenobiotic metabolism in the midgut, at the level of individual genes and gene families, suggests that metabolism of xenobiotics is not uniform throughout the third instar *D. melanogaster* midgut but rather a complex process that may occur in one or more subsections, perhaps with different steps in metabolism carried out in different regions of the gut. The results of this study provide a starting point for further investigation of xenobiotic metabolism in the midgut, which may be important in understanding and managing metabolic resistance to insecticides.

## Supplementary Material

Supporting Information

# Supplementary material for: Whole-Genome Expression Analysis in the Third Instar Larval Midgut of Drosophila melanogaster
**Source:** G3 (Bethesda). 2014 Sep 5;4(11):2197–205. doi: 10.1534/g3.114.013870
**Supplement:** Supporting Information

Whole-Genome Expression Analysis in the Third Instar Larval Midgut of Drosophila melanogaster — Supporting Information 

# Whole-Genome Expression Analysis in the Third Instar Larval Midgut of *Drosophila melanogaster*

## Supporting Information for Harrop *et al.*, 2014

**Files in this Data Supplement:**

- File S1 - Core genes from each cluster (in separate sheets), which have cluster membership value (α) of at least 0.7, corresponding to the genes that were used to produce Figure 1. Columns: FlyBase ID, FlyBase short name (gene.name), FlyBase description, cluster membership (α), FPKM values for the midgut subsections. (.xlsx, 107 KB)
- File S2 - Raw (unscaled) FPKM values for members of the metabolic gene families (in separate sheets), including FlyBase identifier and gene name. (.xlsx, 31 KB)

How the deposited data were processed for this re-analysis (not part of the article)

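RNA-seq was done on 8 subsections of the third instar larval midgut, with 1 library per subsection and no replicates. The authors removed low-quality reads with PRINSEQ, mapped the rest to the annotated genome with Bowtie and TopHat, and quantified them with Cuffdiff. The deposited FPKM values were made by the authors with upper-quartile normalization, correction for reads that map to several places, correction for fragment bias, and dispersion estimated without replicates. They were used as deposited. The table also holds a 95% interval and a quantification status for each value. Counts and isoform values were not used here.

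The table has 14207 named entries, 14053 with a gene identifier and 154 with a transcript identifier, and 1 entry with no name. The unnamed entry (2L, 21823 to 25155) had a failed quantification in all 8 libraries and was left out; it would have held 48.4% of the summed FPKM in M6 and between 4.24% and 13.8% elsewhere. A status other than OK in at least 1 library was given for 143 entries, which were kept and left out in an alternative. The 50 genes with the highest values held between 30.4% (M12–13) and 59.7% (M2) of the summed FPKM. The ratio of each library to the geometric mean had a median of 0.774 in M6 and between 0.994 and 1.08 in the others.

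The expression limit of the paper was applied (above 5 FPKM in any subsection or a mean above 3), and the 20% of these genes with the largest variance were clustered with the cmeans function of e1071 1.7.16 in R 4.3.3. The variance was that of the unlogged FPKM, a setting chosen with the genes of File S1 in view. Values were log10(FPKM + 1), standardized for each gene. The number of clusters was 8, and a core gene had α of at least 0.7. Clusters were numbered by their overlap with File S1. Families were taken from File S2, with a summed FPKM of at least 1 as the limit of detection. The M6 deviation and the difference between the means of 3 anterior and 3 posterior subsections were computed on log2(FPKM + 1). Percentiles below 2.5 or above 97.5 among 10000 random lists were taken as past a limit. In the lists matched on transcript length, 10 bins of expression each had 6 bins of length. The length of a gene was the median length of its transcripts in a later annotation of the genome, joined by identifier, and 13772 entries had one. The length trend was a lowess curve with a share of 0.3 over genes with a mean FPKM above 3. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 was used.

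Before the data were examined, the comparisons and most alternatives were set: a pseudocount of 0.1, a summed FPKM of at least 10 or no such limit, rescaling of each subsection to a summed FPKM of 1000000 or by its median ratio, entries with a status other than OK or with a transcript identifier left out, ranking by the variance of log10(FPKM + 1), fuzzifiers of 1.25 and 2, each subsection left out in turn, and random lists matched on length for M6. Removing the length trend, and the percentiles of the anterior minus posterior difference with and without matching on length, were added after the values had been seen. Genes are named by a rule set at the same time: every gene that the paper's Methods, Results or Figure 5 name, every member of a preset list where its list is reported, and the 2 genes with the highest FPKM in each subsection. Other genes are said to have been chosen after their values were seen. The preset lists, written from general knowledge, held alpha-esterases, trypsins, Jonah proteases, maltases, amylases, lysozymes, metallothioneins and metal genes, subunits of the V-ATPase, enteroendocrine peptides, regional transcription factors, antimicrobial peptides, and genes of fat body, salivary gland, Malpighian tubule, muscle and hemocytes. A list of 5 protein complexes was written after the length trend had been seen and before it was measured within them, and intervals over genes came from 2000 bootstrap draws.

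The methods were tested on simulated data. All 1200 simulated genes were returned to their own cluster, 5 of 5 lists lowered in 1 library passed the lower limit, and 29 of 600 unchanged lists passed a limit. A list of short genes in data with a length trend was at percentile 100 when matched on expression and at 69.1 when matched on length too.

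Tests between subsections were not made because of the lack of replicates. Comparisons with FlyAtlas, with RNA *in situ* hybridization and with the adult midgut were limited to the FPKM values of the genes the paper names.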

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

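All tests in this part were chosen after the values had been seen. The gene lists were preset from general knowledge. There were no groups of replicate libraries, so no library was tested for lying far from others of its kind.

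The paper names *α-Est3* and *α-Est7* but no other alpha-esterase, and only *α-Est7* is in the esterase list of File S2. Of the 9 alpha-esterases outside that list, 8 had a summed FPKM of at least 1, *α-Est3* among them. *alpha-Est1* reached 112 FPKM in M2, *alpha-Est2* 107 FPKM in M2, *alpha-Est4* 144 FPKM in M12–13, *alpha-Est5* 98.5 FPKM in M3–5, *alpha-Est9* 34.3 FPKM in M7–8 and *alpha-Est10* 77.4 FPKM in M2. In this family, 1 gene not named in the paper, *alpha-Est8*, had a value of at least 10 FPKM that was at least 10 times the median of the other subsections, with 52.5 FPKM in M7–8. It also had 39.7 FPKM in M6 and 33.4 FPKM in M9. If reads shared between paralogs were the source of these values, the other genes would follow the alpha-esterase with the highest value, *α-Est7*. On the authors' scale *α-Est7* was highest in M1, and all 8 other genes were highest in another subsection. On that scale, this argues against shared reads as the whole source. With each subsection rescaled to the same summed FPKM, *α-Est7* was highest in M7–8, where *alpha-Est8* and *alpha-Est9* had their highest FPKM. For *alpha-Est8* and *alpha-Est9* the test therefore depends on the scale. A difference in expression between the subsections stays open and was not tested beyond these libraries.

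The same limit, at least 10 FPKM and 10 times the median of the other subsections, was passed by genes of 10 more lists that the paper does not name. Among digestive enzymes these were 8 trypsins, 15 Jonah proteases, 5 maltases, 7 lysozymes and 2 amylases. The highest values were those of *deltaTry* in M2 (104965 FPKM), *Jon99Ciii* in M9 (112430 FPKM), *LysS* in M1 (57738 FPKM), *Mal-A1* in M1 (1345 FPKM) and *Amy-d* in M9 (25.5 FPKM). The limit uses the median of the other subsections, so a gene that passes it can be high in several. For example, *Mal-A1* had 1322 FPKM in M3–5 and *deltaTry* 75147 FPKM in M1. In M6, 3 metallothioneins were highest, *MtnA* (50388 FPKM), *MtnB* (18448 FPKM) and *MtnC* (2912 FPKM), although all of them were also high in M7–8 (35566, 4387 and 1429.9 FPKM) and *MtnA* in M12–13 (23102 FPKM). The V-ATPase list had 1 such gene, *Vha100-4*, with 632 FPKM in M6 and 44.2 FPKM in M3–5. Of the regional transcription factors there were 2, *cad* in M12–13 (40.7 FPKM) and *Ptx1* in M7–8 (92.7 FPKM), and of the enteroendocrine peptides 4, *Mip* in M3–5 (696 FPKM), *Ast-C* and *npf* in M7–8 (106 and 46.2 FPKM) and *Tk* in M12–13 (16.5 FPKM). Among these, *Ptx1* and *npf* also had 41.1 and 31.4 FPKM in M6, and *cad* 26.6 FPKM in M10–11.

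Together with the alpha-esterase and the fat body genes below, 51 genes passed this limit, 29 of which are core genes of File S1. The median log2 excess of the highest subsection over the median of the others was 6.55. It was 5.89 after the length trend was removed. The genes were chosen for a large excess, so this shows only that the trend is small beside that excess. A failed estimate in any library was found for 0 of the genes, which argues against failed estimates as the whole source. Reads shared within the tandem families of trypsins, Jonah proteases and lysozymes were not tested. With 1 library per subsection, regional expression stays an untested explanation beside these.

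Of the fat body genes, 3 passed the same limit, *Lsp1gamma* and *Lsp1beta* in M3–5 (12.9 and 10.0 FPKM) and *Fbp2* in M1 (12.1 FPKM), while *Fbp1* did not exceed 0.0999 FPKM. The median anterior minus posterior difference of the 6 genes was 2.01, and 1.77 with the length trend removed, so the trend does not account for most of it. RNA from fat body cells in the anterior libraries is a candidate explanation, since 5 genes of the list were more than 1 log2 unit higher there. Whether it is the source cannot be told apart from expression in midgut cells, because no library of fat body gives the levels that such RNA would bring.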

How the results depend on the processing

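A count was called the same within 1.5 times the main count, and a share of variance within 1 percentage point. A percentile was called the same if it kept the direction and the side of the limit. By these rules, 128 of 148 alternative values of 35 results were the same, and 13 counts or values moved. The fall from 32 to 24 GSTs higher in the anterior midgut with the length trend removed was thus called the same. Of the percentiles, 5 newly passed a limit, and 0 kept the direction but no longer passed it. Another 2 reversed against the random lists, of which 1, for ABC transporters, also no longer passed a limit. Removing the length trend, and the percentiles of the anterior minus posterior difference with and without matching on length, were chosen after seeing the data. The genes that met the expression limit numbered from 6210 to 6667, and the retained genes from 1242 to 1333.

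Ranking genes by the variance of log10(FPKM + 1) retained 373 core genes of File S1, so that 310 of 373 fell in the matching cluster. With each subsection rescaled to the same summed FPKM, 394 of 620 did, and with the length trend removed 462 of 741. The rescaling lowered the share of the variance on axes 1 and 2 from 76.2% to 72.9%. It also changed the sizes of the clusters, to 195 core genes in cluster 8 (from 60), 131 in cluster 3 (from 52) and 53 in cluster 2, and the ranking left 41 in cluster 7 (from 146). A fuzzifier of 2 left 137 core genes, with 0 in clusters 2 and 6, because memberships are then spread over more clusters by construction. In cluster 7, 78 of 146 core genes kept the anterior excess with the rescaling and 57 of 137 with the length trend removed. Division by the median ratio kept it in 146 of 146. By construction, the rescaling lowers the anterior libraries for all genes, whose median anterior minus posterior difference moved from 0.21 to −0.88, and removing the trend lowers short genes there; the median length in cluster 7 was 754 nt, and genes of 500 to 1000 nt had a median difference of 1.21. The other clusters moved less; with the rescaling the lowest counts were 138 of 171 genes in cluster 1 and 39 of 49 in cluster 3.

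Percentiles in M6 stayed under the lower limit in all 6 alternatives for P450s (at most 0.810), GSTs and UGTs (from 0.0400 to 2.07). Esterases newly passed it at a summed FPKM of at least 10 (0.380) and with lists matched on length (1.93), and ABC transporters at a summed FPKM of at least 10 (0.940), with the rescaling (1.16) and with lists matched on length (0.890); the cause was not tested. Without the limit on summed FPKM, 16 of 22 esterases lay below their own mean in M6, because more genes were counted.

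For the anterior minus posterior difference, matching on length moved esterases from percentile 25.01 to 70.7 and ABC transporters from 0.10 to 93.0, so both crossed the middle of the random lists and neither passed the upper limit. The rescaling left 21 of 33 GSTs higher in the anterior midgut, and division by the median ratio left 32 of 33. Removing the length trend left 24 of 33 GSTs higher there and 21 of 42 ABC transporters higher in the posterior midgut. With each of the 6 subsections left out, the counts were from 31 to 33 GSTs and from 36 to 39 ABC transporters. With the alpha-esterases added, 17 of 32 esterases were detected, since more genes were listed, and at a limit of 5 FPKM only 1 of the 12 genes of other tissues, *nej*, was above it.

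Of the 54 single genes, 13 had another highest subsection after the rescaling to the same summed FPKM: *Pcp*, *nej*, *Cyp4ad1*, *Cyp311a1*, *Cyp4d8*, *Cyp6d5*, *Xbp1*, *sug*, *crc*, *cnc*, *Cyp305a1*, *α-Est7* and *Mdr49*. The lower depth of M6 and the lack of counts leave the precision of low values in M6 unknown.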

Differences from the paper's values

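None of the values that the paper states for a measure computed here differed by more than 1.5 times. File S2 lists 23 esterases and the paper states 22; without the limit on summed FPKM, 22 esterases had a value above 0. In M6, 7 of the 9 detected esterases lay below their own mean, and the paper's count is 6; the rescaling to the same summed FPKM and the division by the median ratio, both set before the data were examined, gave 6 of 9, as did removing the length trend, which was chosen after seeing the values. A summed FPKM of at least 10, also set before, left 6 esterases, and 6 of 6 lay below their own mean. Figure 5A names 14 genes and the paper's text states 16. The text lists *Cyp4e9* where Figure 5B names *Cyp4e3*.

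The paper gives *Cyp6g1* as a gene that is scarce from M6 to M8 and present in most of the midgut; its lowest value here was 1.03 FPKM in M1. For *Cyp12a4*, the paper singles out M10–11 outside the middle midgut; M12–13 had 259.6 FPKM and M10–11 218 FPKM. The paper gives *Cyp305a1* and *Cyp4e3* as examples of posterior enrichment and names no single posterior subsection for them. Both were highest in M9. In M12–13 they had 3.08 and 1.95 FPKM, less than the 5.11 and 47.5 FPKM in M7–8.

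In the paper, ABC transporters appear to be higher in the posterior midgut. On the authors' scale 39 of 43 were higher there. With the rescaling to the same summed FPKM, which lowers the anterior libraries for all genes, 43 of 43 were. With each subsection divided by its median ratio, 37 of 43 were. In settings chosen after seeing the values, the family's median of −0.48 was within the limits among random lists matched on transcript length, at percentile 93.0, and 21 of 42 were higher in the posterior midgut once the length trend was removed. The paper finds the 7 adult marker genes enriched in subsections that correspond to those of the adult; *CG15570* did not exceed 0.0185 FPKM. The paper reports that no gene of another tissue was enriched in the midgut; *nej*, *form3* and *NaPi-T* reached 5.88, 2.06 and 1.04 FPKM.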

Other observations

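Apart from the carry-over between neighboring subsections, the tests in this part were chosen after the results had been seen; what the slope within protein complexes would show was written after the length trend had been seen and before the slope was computed.

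The length trend between anterior and posterior libraries was examined further. Spearman's rho was −0.72 across 4596 genes outside the clustered genes and the classes of ribosomal, mitochondrial and protease genes, −0.51 across 2360 genes with transcripts above 2000 nt, and −0.55 across the 1469 genes with the highest mean FPKM. These values argue against a few classes of short genes, against the handling of the shortest transcripts and against noise of weakly expressed genes as the whole source. Within 5 protein complexes (147 genes), whose subunits are needed together, the slope was −0.80 log2 units per doubling of length (bootstrap interval over genes, −0.89 to −0.70), against −0.87 over all genes. It was −1.13 in the proteasome, −0.80 in Mediator, −0.85 in the nuclear pore, −0.80 in the initiation factors eIF2B and eIF3, and −0.63 in the mitochondrial ribosome. A measurement that depends on transcript length in a different way in the anterior and posterior libraries is therefore a candidate explanation. RNA integrity, library preparation and base composition were not tested, and a biological dependence on length in the anterior and posterior midgut stays open.

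Among families, the trend alone does not account for the anterior excess of GSTs, which stayed at percentile 99.87 of lists matched on length, although their median difference was 0.35 once the trend was removed. For ABC transporters, at percentile 93.0 of such lists, transcript length is a candidate explanation of the posterior excess. The lower values of all genes in M6 do not account for P450s (percentile 0), GSTs (percentile 0) or UGTs (percentile 2.22). For esterases (percentile 2.79) and ABC transporters (percentile 12.35), whose percentile passed the limit in some settings and not in others, the lower values of all genes in M6 and a lower expression of the family cannot be told apart. Random lists of the same mean expression share the lower depth of M6, which argues against depth as the whole source for P450s, GSTs and UGTs. Lower expression of these families in M6 is a hypothesis, since degradation of RNA, to which the paper calls this section more prone, was not tested.

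Carried tissue would bring a like share of every gene to a neighboring subsection. Of 14 ordered pairs of neighbors, 0 had a 5th percentile of the neighbor's share of the peak value of at least 0.5 of the median share. The 5th percentiles ran from 0.00331% to 6.09% and the medians from 1.89% to 78.1%, which argues against carry-over as the whole source of the values in neighbors; a small share stays open.

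Mitochondrial genes had values of 0 in some libraries and high ones in others, such as *mt:CoII* with 11573 FPKM in M1 and 0 in M6, chosen after its values were seen. Of 14 mitochondrial entries, 9 had a status of low data in the quantification; failed estimates are a candidate explanation for these values. Mitochondrial genes held 7.86% of the summed FPKM in M6 and between 0.740% and 3.46% elsewhere.

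The 2 genes with the highest FPKM were *deltaTry* and *gammaTry* in M1, M2 and M3–5, *MtnA* and *mt:CoIII* in M6, *MtnA* and *CG18180* in M7–8, *Jon99Ciii* and *Jon99Cii* in M9, *Jon66Ci* and *Jon99Ciii* in M10–11, and *MtnA* and *CG5804* in M12–13. *Cyp4d2*, whose promoter drove GFP, had 19.2 FPKM in M1, 94.6 in M2, 45.3 in M3–5, 2.64 in M6, 12.5 in M7–8, 118 in M9, 123 in M10–11 and 37.3 in M12–13.

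Values above 1 FPKM in any subsection were found for 0 of 6 salivary gland genes, 1 of 5 Malpighian tubule genes (at most 1.04 FPKM), 1 of 7 hemocyte genes (*crq*, 129 FPKM in M6), 9 of 9 muscle genes (at most 717 FPKM; the midgut has visceral muscle), 5 of 6 fat body genes, 9 of 14 antimicrobial peptides (at most 31.0 FPKM), 8 of 8 enteroendocrine peptides, 11 of 16 regional transcription factors, 10 of 11 metallothioneins and metal genes, 23 of 33 V-ATPase subunits, 11 of 11 trypsins, 16 of 16 Jonah proteases, 7 of 10 maltases, 3 of 3 amylases, 7 of 7 lysozymes and 9 of 10 alpha-esterases.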
